# Transfer RNA Levels Are Tuned to Support Differentiation During Drosophila Neurogenesis

**DOI:** 10.3390/genes15121602

**Published:** 2024-12-15

**Authors:** Rhondene Wint, Michael D. Cleary

**Keywords:** tRNA, neurogenesis, codon usage, mRNA decay, mRNA translation

## Abstract

Background/Objectives: Neural differentiation requires a multifaceted program to alter gene expression along the proliferation to the differentiation axis. While critical changes occur at the level of transcription, post-transcriptional mechanisms allow fine-tuning of protein output. We investigated the role of tRNAs in regulating gene expression during neural differentiation in *Drosophila* larval brains. Methods: We quantified tRNA abundance in neural progenitor-biased and neuron-biased brains using the hydrotRNA-seq method. These tRNA data were combined with cell type-specific mRNA decay measurements and transcriptome profiles in order to model how tRNA abundance affects mRNA stability and translation efficiency. Results: We found that (1) tRNA abundance is largely constant between neural progenitors and neurons but significant variation exists for 10 nuclear tRNA genes and 8 corresponding anticodon groups, (2) tRNA abundance correlates with codon-mediated mRNA decay in neuroblasts and neurons, but does not completely explain the different stabilizing or destabilizing effects of certain codons, and (3) changes in tRNA levels support a shift in translation optimization from a program supporting proliferation to a program supporting differentiation. Conclusions: These findings reveal coordination between tRNA expression and codon usage in transcripts that regulate neural development.

## 1. Introduction

Neural differentiation requires regulation of gene expression at the transcriptional and post-transcriptional levels. One potential post-transcriptional mechanism involves enhancing or suppressing mRNA translation through changes in tRNA abundance. The degeneracy of the genetic code allows selection among synonymous codons in ways that enhance or repress translation, as determined by the abundance of cognate tRNAs. In tandem, tRNA expression may evolve to support optimal translation programs for a particular cell fate or physiologic condition. Far from serving as invariant components of the translation machinery, tRNAs are regulated in ways that affect protein output during developmental transitions, disease progression, and stress responses [1,2,3,4]. For example, in *S. cereviseae*, environmental stress induces the expression of rare tRNAs that are necessary to translate codons enriched in stress-response mRNAs [5]. Similarly, mRNAs encoding proto-oncogenes are enriched in codons decoded by tRNAs that are more abundant in cancer and progenitor cells compared to differentiated cells [6].

Eukaryotic genomes typically contain multiple genes encoding tRNAs with the same anticodon, and these tRNAs are known as isoacceptors. Individual tRNAs within an isoacceptor group are known as isodecoders and may be distinguished by sequence features outside the anticodon. The extent to which differential expression of tRNA genes (isodecoders) changes the anticodon pool for an amino acid (isoacceptor levels) is not straightforward and may be context-dependent. An early analysis of tRNA and mRNA abundance across human tissues found tissue-specific differences in isoacceptor levels, and these differences were correlated with codon usage in highly expressed genes [7]. Subsequent work using an alternative method for quantifying tRNAs found that while there is significant variation in isodecoder expression across human tissues, isoacceptor levels remain largely unchanged [8]. This phenomenon has been termed “anticodon buffering”. Anticodon buffering was observed during the differentiation of human induced pluripotent stem cells into neural stem cells and neurons: transcription of individual tRNA genes changed during differentiation, but isoacceptor levels remained constant [9]. In this case, anticodon buffering occurred via constitutive high-level expression of a core set of isodecoders within the anticodon groups. Similarly, cell type-specific tRNA profiling in the mouse brain identified differences in tRNA gene transcription that alter the isodecoder composition, but not the abundance, of anticodon groups [10].

Isoacceptor abundance is a major determinant of translation elongation rates. If a particular codon is used with high frequency across the transcriptome but the cognate-charged tRNA is rare, ribosome translocation may slow or pause along certain transcripts. Such inefficiency across the transcriptome would negatively impact proteostasis and cell physiology. At the level of individual mRNAs, ribosome translocation is under selection to achieve rates that optimize co-translational protein folding and precise protein stoichiometry [11,12]. These parameters may be met via fine-tuned coordination of codon usage and tRNA abundance. In addition to translation efficiency, tRNA availability affects mRNA stability; codons decoded by abundant tRNAs (optimal codons) have a stabilizing effect on transcripts, while codons decoded by rare tRNAs (non-optimal codons) have a destabilizing effect on transcripts [13]. This codon optimality-mediated decay (COMD) has been described in many organisms and model systems [14,15,16,17,18]. Relationships between codon usage, tRNA abundance, and mRNA stability in the nervous system are multifaceted. For example, tRNA modifications [19] and RNA-binding proteins [20,21] influence COMD in neural cell types. Our prior work in *Drosophila* found that optimal codons have an attenuated effect on mRNA stability in the embryonic nervous system compared to whole embryos, but this attenuation was not explained by the relative abundance of tRNAs that decode optimal codons [17].

Over 50 neurologic disorders have been linked to tRNA dysregulation [22], highlighting the importance of tRNAs in neural development and neural function. Here, we used *Drosophila* larval neurogenesis as a model system to test the hypothesis that tRNA abundance and codon usage support specific programs of mRNA stability and translation during neural differentiation. The *Drosophila* larval brain contains a population of neural progenitors, called neuroblasts, that undergo multiple rounds of asymmetric self-renewing divisions to produce a neuroblast and a differentiating cell. A genetic manipulation that locks neuroblasts into symmetric self-renewing divisions generates over 4000 ectopic neuroblasts and a few neurons per brain lobe [23]. In contrast, wild-type brains contain only 100 neuroblasts, roughly 250 glia, and approximately 5000 neurons per brain lobe at the end of larval neurogenesis [23,24]. We and others have confirmed that the RNA from these two sources (ectopic neuroblast brains and wildtype brains) represent distinct “neuroblast-biased” and “neuron-biased” transcriptomes [23,25]. In the present study, we used this model system to quantify tRNA abundance in neuroblast-biased and neuron-biased brains and combined these data with measurements of mRNA abundance and mRNA decay in neuroblasts and neurons. This approach allowed us to interrogate relationships between tRNA levels and COMD and to model translation optimization during neural differentiation.

## 2. Materials and Methods

### 2.1. Drosophila Genetics and Larval Brain Preparation

The Bloomington Drosophila Stock Center supplied Oregon-R-P2 (a wildtype strain, stock # 2376) and *insc-Gal4* (stock # 8751) lines. The *UAS-aPKC^CAAX^* line was provided by C.Y. Lee.

Flies were raised at 23–25 °C. Whole brains were dissected from late-stage larvae (120 h after larval hatching) of Oregon-R-P2 and transgenic ectopic-neuroblast mutant (*UAS-aPKC^CAAX^ × Insc-Gal4*) flies. A total of 3 biological replicates were obtained for each genotype.

### 2.2. Hydro-tRNAseq Library Preparation

We used methods described by Gogakos et al. [26] to generate hydro-tRNAseq libraries.

### 2.3. Bioinformatics and Statistics

#### 2.3.1. Hydro-tRNAseq Data Analysis

Raw sequencing reads were preprocessed with fastqc and quality-trimmed using cutadapt (v3.7) to remove adaptor sequences and reads shorter than 12bp. Custom reference *D. melanogaster* tRNA transcriptome was generated by collapsing identical mature tRNA sequences from gtRNAdb (UCSC genome release 6.40) and adding a CCA at the 3′ end of each sequence. The tRNAseq reads were mapped to the reference tRNA transcriptome using subread-align (v.2.01) [27] with the following parameters, −*t 1* − *T 64* −*multiMapping* −*B 5* −*m 3* −*I*, to allow up to 3 mismatches and report the first 5 multi-mapped reads. For quality control, only aligned reads with an MAPQ >= 10 were retained. Read count summary was performed using the subread’s featureCounts, in which multi-mapped reads were fractionally split between their references. NOISeqBio in R(v.3.6) was used to perform read count normalization (TMM), batch correction, and differential gene expression analysis. NOISeqBio uses non-parametric Bayesian methods to estimate differentially expressed genes in biological replicates and reports a *q*-value that is statistically equivalent to the Benjamini–Hochberg false-discovery rate.

#### 2.3.2. Larval Brain mRNA Abundance and mRNA Half-Life Measurement

RNA abundance and mRNA half-life values were calculated using data from Sami et al., 2022 [25].

#### 2.3.3. Gene Ontology Analysis

Biological and molecular GO analysis was performed using *FlyEnrchr* (https://maayanlab.cloud/FlyEnrichr/, accessed on 24 February 2022).

#### 2.3.4. Codon Optimality and Translation Efficiency Metrics

Codon Stabilization Coefficient, CSC

CSC = Pearson’s R (codon frequency_c_, mRNA half-lives)

#### 2.3.5. tRNA Adaptation Index (tAI)

The tRNA adaptation index of a codon, tAI, was calculated using a custom Python script according to dos Reis et al., 2004 [28]. Typically, the tAI is computed as the weighted sum of the copy number of all *j* cognate decoding tRNAs that read with an anticodon-codon binding affinity s_cj_. Here, we used the mean tRNA expression levels (TMM) to calculate the tissue-specific tAI weights for each codon.

tAI = ∑_1:j_ ((1 − s_cj_) × tRNA TMM_cj_)

The tAI values were amino acid normalized by dividing each tAI_c_ weight by the maximum weight among all synonymous codons of the same amino acid family.

The tAI of a gene, tAI_gene, is the geometric mean of the tAI of all codons in the open reading frame.

tAI_gene = (Π tAI_c_) ^1/L^

#### 2.3.6. Principle Component Analysis

We normalized codon frequencies within amino acid groups to mitigate confounding effects due to amino acid usage and gene length, then performed principal component analysis (PCA) followed by unsupervised clustering using Kmeans, where the optimal number of five clusters was determined using the elbow method.

#### 2.3.7. Normalized Codon Frequencies

The length normalized frequencies for all possible 61 codons in a coding sequence (CDS) were computed as follows:

Freq. of codon_i = (number of codon_i)/(total number of sense codons in the CDS) using a custom python package (https://github.com/rhondene/Codon-Usage-in-Python/tree/master/CodonCount, accessed on 11 August 2021).

#### 2.3.8. Supply Demand Ratio (SDR)

Codon-level supply/demand ratio (SDR_c_) was calculated as follows:

SDR_c_ = tAI/(∑(mRNA_exprs × normalized codfreq_c_)

The gene-level supply/demand ratio, SDR, was calculated as the geometric mean of all SDR_c_ values in the coding sequence:

SDR = (Π SDR_c_)^1/L^

The Codon Adaptation index, CAI, was computed from coding sequences using DAMBE [29].

#### 2.3.9. Hypothesis Testing and Data Visualization

Statistical tests and visualization were performed in R or in python3 (v3.8) using the following packages: scipy, sklearn, pandas, matplotlib, seaborn, statsannotations, and statsmodel.

## 3. Results

### 3.1. Neural Progenitors and Neurons Have Similar Patterns of tRNA Expression, but Variation Exists for Isodecoders and Anticodon Groups

To obtain tRNA profiles representative of proliferating neuroblasts, we used *insc-Gal4* to drive expression of *UAS-aPKC^CAAX^* in neuroblasts and harvested larval brains at 96–102 h after larval hatching (ALH) as a source of neuroblast-biased RNA, as previously described [23,25]. We refer to data obtained from these samples as “neuroblast” data because these ectopic neuroblasts have previously been shown to exhibit characteristics (including cellular physiology and transcriptome profiles) that are very similar to wild-type neuroblasts [23,25]. In contrast, we used wild-type larval brains at 96–102 h ALH as a source of neuron-biased RNA. We refer to data obtained from these samples as “neuron” data. These RNA samples were used for quantitative tRNA sequencing with the hydro-tRNAseq method [26]. 

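Hydro-tRNAseq cleaves tRNAs into short fragments by partial alkaline hydrolysis before adaptor ligation, so that modified bases and stable folds block fewer reads. The data comprised 6 samples, 3 from neuroblast-biased brains and 3 from neuron-biased brains. The methods of the paper give the age of the larvae as 120 h after larval hatching, and its results give 96 to 102 h. The methods state that flies were raised at 23 to 25 °C, while the sample records name 25 °C. According to the paper, reads were trimmed, mapped to collapsed mature tRNA sequences with subread-align, filtered on mapping quality and counted with featureCounts, which split multi-mapped reads between their references. The counts were normalized (TMM), batch-corrected and tested with NOISeqBio. The authors' deposited table lists 106 tRNAs, of which 84 are nuclear isodecoders and 22 are mitochondrial. For each tRNA it gives 1 mean TMM value per group, together with the authors' log2 fold change and q-value. The values below are therefore the authors' group means, without a value per replicate, and no spread between replicates could be set beside a difference. The q-values printed with them are those of NOISeqBio from the authors' deposited table. The summed mean TMM was 14217328 in neuroblasts and 17085124 in neurons. These sums are of a normalized signal, and the number of reads per library is unknown here. The log2 fold change of each tRNA was recalculated as neuroblast over neuron from the means. Its median over the nuclear isodecoders was −0.27, so most nuclear tRNAs have a lower mean TMM in neuroblasts. Setting this median to 0 raises every log2 fold change by 0.27, and so does scaling both groups to the same summed TMM.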

We obtained triplicate global tRNA profiles from neuroblast-biased and neuron-biased brains. First, we evaluated the abundance of tRNA isodecoders, tRNA genes that share the same anticodon but differ in their sequence body (not all isodecoders are distinguishable due to sequence redundancy). There are 295 cytosolic tRNA genes in the *Drosophila* nuclear genome: 289 encode tRNAs for the standard 20 amino acids, 1 encodes a selenocysteine tRNA, and 5 are pseudogenes [30]. 

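The RefSeq annotation of the Release 6 assembly of the *Drosophila melanogaster* genome was searched for nuclear tRNA genes. It lists 290 such genes and 5 tRNA pseudogenes, or 295 loci together. Of the 290 genes, 1 is annotated for selenocysteine and 289 for the standard amino acids.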

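Each nuclear isodecoder in the authors' deposited table was matched by name to the RefSeq genes of Release 6. Among the isodecoders, 38 are encoded by 1 gene and 46 by more than 1 gene. The largest number of genes for an isodecoder is 13, as for Gly-GCC-1-X. All 46 names ending in X belong to isodecoders with more than 1 gene. With the initiator and the elongator Met tRNAs kept apart, the isodecoders form 45 anticodon groups. Joining both Met-CAU groups gives 44. A single isodecoder makes up 19 of the 45 groups, and the other 26 hold up to 4.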

A total of 84 isodecoder groups are distinguishable by their mature tRNA sequence (isodecoder groups may contain multiple copies of indistinguishable genes), and these tRNAs comprise 44 isoacceptor groups. We obtained measurements for all 84 cytosolic isodecoders and found that while expression was largely similar between neuroblasts and neurons, 10 tRNAs were differentially expressed (Figure 1A,B and Supplemental Table S1). These data also contained mitochondrial tRNA reads, and two mitochondrial tRNAs were more abundant in neuroblasts (Figure 1B). 

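Across the 84 nuclear isodecoders, the authors' mean TMM values of neuroblasts and neurons had a Pearson's r of 0.973 on the log10 scale and a Spearman's rho of 0.973. These correlations are across tRNAs, which are not independent replicates. The 10 most abundant isodecoders of each group had 9 members in common. The median size of the log2 fold change was 0.43, and 49 isodecoders changed by less than 0.5. In the authors' deposited table, 11 nuclear isodecoders had a q-value of at most 0.1 and a log2 fold change of at least 0.5 in size, the thresholds of Figure 1B. Of these, 8 were lower and 3 were higher in neuroblasts. The log2 fold change was −1.37 for Pro-CGG-1-1 (q = 0.0801 in the authors' deposited table) and −1.33 for Leu-CAA-1-1 (q = 0.0788). It was −1.13 for Pro-UGG-1-X (q = 0.0337), −1.12 for Glu-CUC-1-1 (q = 0.0203) and −1.11 for Tyr-GUA-1-X (q = 0.0762). Gly-GCC-1-X changed by −1.03 and is listed with a q-value of 0. The smallest changes were those of Pro-AGG-1-X, at −0.83 (q = 0.0984), and Arg-ACG-1-X, at −0.52 (q = 0.0608). In the other direction, the log2 fold change was 1.97 for Arg-UCU-3-1 (q = 0.0439), 1.69 for Arg-UCU-2-1 (q = 0.0838) and 0.84 for Ser-UGA-1-1 (q = 0.0634). Another 24 isodecoders changed by at least 0.5 with a q-value above 0.1. Among the alternatives, a q-value threshold of 0.05 moved the count most, to 4 isodecoders: Pro-UGG-1-X, Glu-CUC-1-1, Gly-GCC-1-X and Arg-UCU-3-1. Relative to the median of the nuclear isodecoders, Arg-ACG-1-X changed by −0.25, below the threshold on the fold change, and the other 10 stayed above it. From Figure 1A,B and Supplemental Table S1, the paper states that tRNA expression was largely similar in both cell types, with a subset of differentially expressed tRNAs.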

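Mitochondrial tRNAs took 5.40% of the summed mean TMM in neuroblasts and 3.16% in neurons. The authors' mean TMM of mitochondrial Tyr-GUA was 23475 in neuroblasts and 7214 in neurons, a log2 fold change of 1.70 (q = 0.0856 in the authors' deposited table). For mitochondrial Cys-GCA it was 45045 and 20803, a log2 fold change of 1.11 (q = 0.0870). Both genes lie on the mitochondrial genome in the Release 6 assembly, *trnC* from 1322 to 1383 and *trnY* from 1403 to 1468. In total, 19 of the 22 mitochondrial tRNAs had a higher mean TMM in neuroblasts, and the median log2 fold change was 0.79. Relative to the median of the nuclear isodecoders, 21 of the 22 were higher.

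**Figure D1:**
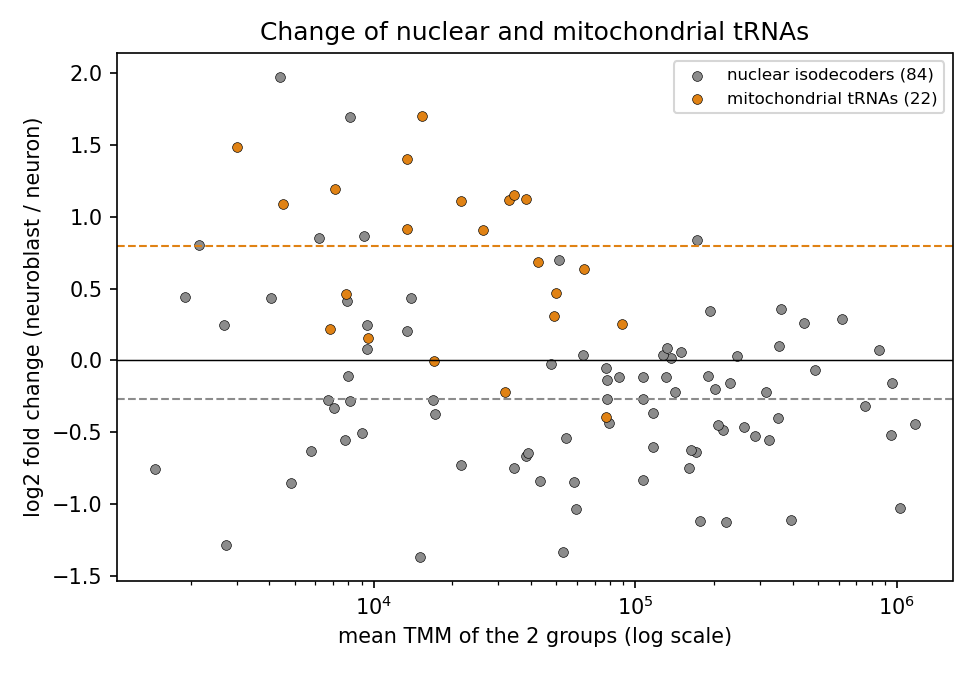
Log2 fold change (neuroblast over neuron, y axis) of each nuclear isodecoder (grey) and mitochondrial tRNA (orange) against its mean TMM over both groups (x axis, log scale). The dashed lines mark the medians, −0.27 for nuclear and 0.79 for mitochondrial tRNAs.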

For this study, we chose to focus solely on cytosolic tRNAs (mitochondrial tRNA data are available in Supplemental Table S1). We measured the abundance of each cytosolic tRNA isoacceptor group by averaging the counts for all isodecoders in a group. 

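The averages were recalculated from the authors' mean TMM of each isodecoder, for the 45 anticodon groups. The Gly-GCC group averaged 407235 in neuroblasts and 755709 in neurons. Its isodecoder Gly-GCC-1-X had 678845 and 1383673, and Gly-GCC-2-1 had 135624 and 127744.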

A total of 8 isoacceptor groups differed significantly; Pro-UGG, Pro-CGG, Gly-GCC, Glu-CUC, Tyr-GUA, Leu-CAA, and Arg-ACG were more abundant in neurons while Ser-UGA was more abundant in neuroblasts (Figure 1C).

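On the averaged TMM values as deposited, 33 of the 45 anticodon groups were lower and 12 were higher in neuroblasts. This tally depends on the scaling. Groups lower by less than 0.27, such as His-GUG at −0.16, become higher with the median of the nuclear isodecoders set to 0. The log2 fold change was at least 0.5 in size for 16 groups, 14 lower and 2 higher. With the median of the nuclear isodecoders set to 0 there were 15 such groups, 8 lower and 7 higher. The authors' deposited table gives q-values for isodecoders only, so the groups are reported here without a test. The size of 0.5 is the threshold of Figure 1B for isodecoders. Figure 1C marks groups by q-value and states no fold change threshold, so a group below 0.5 does not fail the paper's criterion. Leu-CAA had the lowest log2 fold change, −1.22, followed by Pro-UGG and Tyr-GUA at −1.13 and −1.12. Next came Trp-CCA at −0.92, which the text of the paper does not list as differing. Gly-GCC and Pro-CGG both changed by −0.89, Pro-AGG by −0.83, Ala-UGC by −0.80 and Glu-CUC by −0.73. Arg-ACG changed by −0.52. Relative to that median, Glu-CUC changed by −0.46 and Arg-ACG by −0.25, both below 0.5 in size. Averaging the log2 fold changes of the isodecoders in place of their TMM gives −0.47 for Gly-GCC, also below 0.5. Ser-UGA had the highest log2 fold change, 0.79, with an average of 117463 in neuroblasts and 68022 in neurons. The other group higher by at least 0.5 was SeC-UCA, at 0.70.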

### 3.2. tRNA Abundance Correlates with Codon Optimality-Mediated mRNA Decay Within Neuroblasts and Neurons

We used recently reported neuroblast-specific and neuron-specific mRNA decay measurements [25] to calculate codon stabilization coefficients (CSCs) for each cell type. As previously described, the CSC is the Pearson’s coefficient between codon frequency in a transcript and transcript stability [14]. Codons identified as stabilizing (positive CSC) and codons identified as destabilizing (negative CSC) were largely the same in neuroblasts and neurons (Figure 2A). To investigate how COMD might regulate functionally related transcripts in the developing brain, we first identified 5169 transcripts that are expressed in both neuroblast-biased and neuron-biased brains. Next, we ranked these transcripts based on neuroblast-defined optimal or non-optimal codon content and performed gene ontology (GO) analysis on the top optimal codon-enriched transcripts and the top non-optimal codon-enriched transcripts (Figure 2B). Optimal codon-enriched transcripts were significantly associated with metabolic processes that are elevated in proliferating cells, such as “cytoplasmic translation” and “aerobic metabolism”. Transcripts in these categories were more stable in neuroblasts than in neurons, even though 19 of the 22 enriched codons are optimal (CSC > 0.01) in both cell types. Non-optimal codon-enriched transcripts were significantly associated with conditional cellular processes, such as “transcription”, “signal transduction”, and “neural development”. Transcripts in these categories had similarly short half-lives in neuroblasts and neurons.

To investigate how tRNA abundance might explain CSCs within each cell type, we first compared tRNA isoacceptor abundance and CSCs based on Watson–Crick base pairing. These analyses revealed that, in both cell types, stabilizing codons tend to have abundant cognate tRNAs, while destabilizing codons tend to have less abundant cognate tRNAs (Figure 3A). These results agree with the general model of how tRNA abundance determines the stabilizing or destabilizing effects of codons. A limitation of only using Watson–Crick base pairing is that several codons are wobble translated by multiple tRNAs. To overcome this limitation, we computed each codon’s tRNA adaptation index (tAI). The tAI is an indicator of a codon’s translation efficiency that incorporates tRNA abundance and wobble interactions [28]. The tAI calculations traditionally use tRNA gene copy number as a proxy for tRNA abundance; however, we were able to use our tRNA measurements to calculate the neuroblast-biased tAI (NB-tAI) and neuron-biased tAI (neuron-tAI). In addition, we normalized tAIs within each amino acid family so that the most optimal synonymous codons (codons with the greatest decoding potential based on tRNA abundance) have a tAI equal to 1.0. 

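Gene number and measured abundance were compared for the 84 nuclear isodecoders, with genes counted in the RefSeq annotation of Release 6. In neuroblasts, the number of genes and the log10 of the mean TMM had a Pearson's r of 0.618 (two-sided permutation test, p = 1e-05, adjusted p = 1.3e-05) and a Spearman's rho of 0.661 (p = 1e-05, adjusted p = 2e-05). In neurons, r was 0.634 and rho was 0.694, with the same p-values. A p of 1e-05 is the smallest that the 100000 permutations can give. For the summed TMM of the 45 anticodon groups, the same permutation test gave a Spearman's rho of 0.554 in neuroblasts (p = 8e-05, adjusted p = 8e-05) and 0.636 in neurons (p = 2e-05, adjusted p = 2.7e-05). The p-values were adjusted by the Benjamini-Hochberg method within each kind of coefficient, over 8 relations in all, and tRNAs are not independent replicates. The median of the mean TMM in neurons was 32895 for isodecoders of 1 gene and 279544 for the 32 isodecoders of 4 or more genes. A codon tAI calculated from gene numbers had a Pearson's r across the 59 codons of 0.506 with the tAI from the neuroblast TMM and 0.532 with that from the neuron TMM. For this tAI, gene numbers were summed over the isodecoders of a group, while the TMM was averaged over them. The coefficients therefore also reflect this mismatch, and do not by themselves show how well gene number stands in for abundance.

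**Figure D2:**
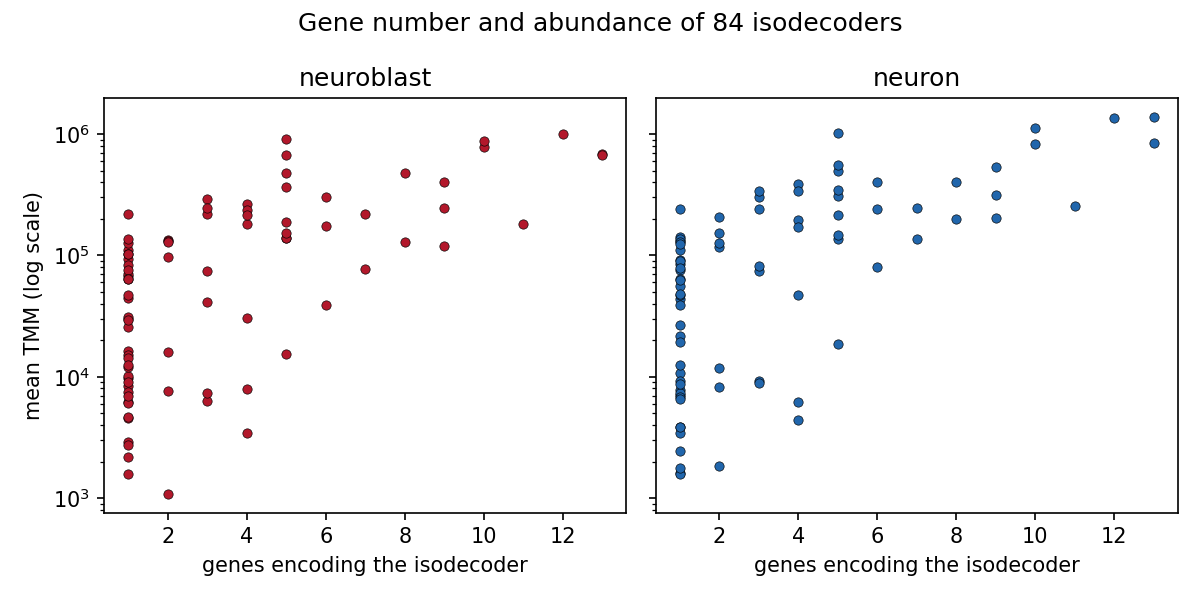
Mean TMM of each nuclear isodecoder (y axis, log scale) against the number of genes that encode it (x axis), in neuroblasts (left, red) and neurons (right, blue). Isodecoders of 1 gene cover a wide range of mean TMM, up to 242531 in neurons.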

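The tAI of the 59 codons of amino acids with more than 1 codon was recalculated with the formula of the paper from the averaged TMM of each anticodon group. The wobble penalties of the original index were used in both cell types, 0.41 for G:U, 0.28 for I:C and 0.68 for U:G pairs and a penalty close to 1 for I:A pairs, as the text of the paper names none. After division by the largest value of each amino acid, 18 codons had a tAI of 1 in neuroblasts and 18 in neurons, 1 for each of the 18 amino acids. They were the same 18 codons. The division fixes this count unless values tie. It is not the paper's count of optimal codons with a tAI of 1.0, which also needs the CSC, and the CSC was not analysed here.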

Using these tAI values, we found a significant association between a codon’s tRNA-dependent translation efficiency (tAI) and its stabilizing influence on mRNA half-life (Figure 3B). However, there is a stronger association between the tAI and CSC in neuroblasts (Cohen’s d = 1.44) than in neurons (Cohen’s d = 1.00), with nearly twice as many optimal codons with a tAI of 1.0 in neuroblasts (18 optimal codons) than there are in neurons (11 optimal codons). This difference suggests that for common neural transcripts (mRNAs present in neuroblasts and neurons), tRNA adaptation is likely to have a stronger stabilizing effect in neuroblasts than in neurons. To test this prediction, we used the 5169 transcripts that are expressed in both neuroblast-biased and neuron-biased brains and calculated the geometric mean of the tAI values for all codons in each transcript, a value we call the tAI of a gene (tAI_gene). This revealed a stronger correlation between the mRNA half-life and tAI_gene in neuroblasts than in neurons (Figure 3C). Overall, these analyses revealed a relationship between the tAI and half-life, as expected, but neuron-tAI is a weaker predictor of transcript stability than NB-tAI.

Given that the tAI is generally predictive of the stabilizing or destabilizing effects of codons within neuroblasts or neurons, we next asked if the differential tAI is predictive of differential CSC. Only six codons had divergent CSC values in which the codon was optimal (CSC ≥ 0.01) in one cell type but neutral (0.01 > CSC > −0.01) or non-optimal (CSC ≤ −0.01) in the other (Figure 3D). For the majority of codons analyzed (41 codons), the tAI and CSC did not significantly differ between neuroblasts and neurons (Figure 3D). In most other cases, there was no clear relationship between the tAI and CSC: four codons had a differential CSC but no difference in the tAI, and twelve codons had a differential tAI but no difference in the CSC. However, Leu-CUC and Val-GUU had a direct relationship between the tAI and CSC, with an increased tAI in neuroblasts corresponding to an increased CSC in neuroblasts (Figure 3D). These results suggest that while tRNA abundance influences COMD within neuroblasts or neurons, tRNA abundance is a less robust predictor of differential COMD, with the exception of tRNAs that decode Leu-CUC and Val-GUU. 

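With the same wobble penalties in both cell types, the tAI recalculated from the authors' mean TMM changed by at least 0.2 for 2 of the 59 codons, the threshold of Figure 3D. Val-GUC rose by 0.22 in neuroblasts, and the other codon, Val-GUU, rose more. A change of at least 0.1 was found for 8 codons, and 51 changed by less. The tAI of 30 codons did not change at all. They include the codons of amino acids read by a single anticodon, such as Tyr and Cys, because the tRNA level cancels when the tAI is divided by the largest value of the amino acid. With penalties that differ between the cell types (0.64 for G:U and 0.05 for I:C in neuroblasts, read by eye from Figure 3B), 14 codons changed by at least 0.2.

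**Figure D3:**
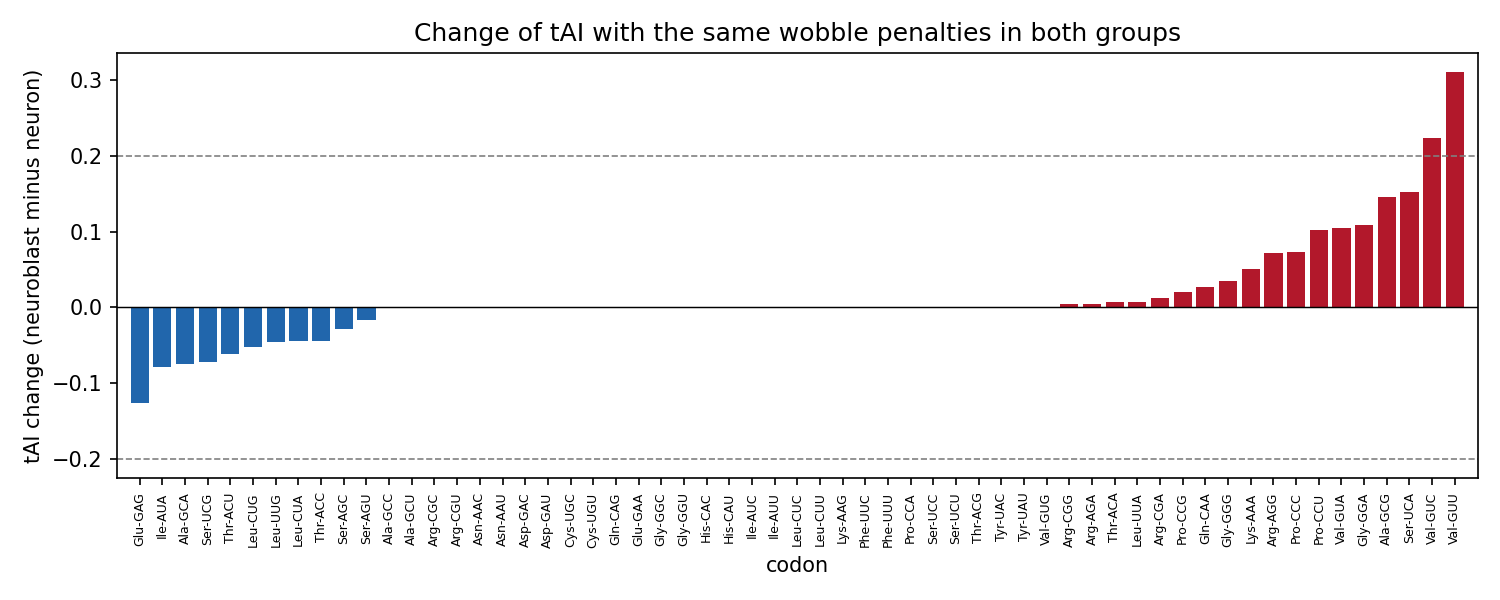
Change of tAI (neuroblast minus neuron, y axis) for each of the 59 codons (x axis), with the same penalties in both cell types. Bars are red above 0 and blue below, and the dashed lines mark 0.2 and −0.2, which Val-GUC and Val-GUU exceed.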

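The tAI of Val-GUU was 0.763 in neuroblasts and 0.453 in neurons with the same penalties, a change of 0.311. The tAI of Leu-CUC was 0.720 in both cell types, a change of 0. Leu-CUC is read by Leu-AAG through an I:C pair, and Leu-AAG also sets the largest tAI of the Leu codons, so its level cancels. With the differing penalties read from Figure 3B, the change of Leu-CUC was 0.230. The CSC was not analysed here.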

We performed GO analysis to see if transcripts enriched in CUC and/or GUU codons encode proteins with a common function. Compared to the set of 5169 neural transcripts, mRNAs enriched (≥2% of codons) in CUC alone or GUU alone did not comprise any significant GO category. However, transcripts enriched in either of these codons (≥2% CUC alone, CUC and GUU, or GUU alone) yielded a single significantly enriched GO category: “Nucleosome Assembly” (Bonferroni adjusted *p*-value = 3.3 × 10^−7^). This result is due to the abundant representation of replication-dependent histone mRNAs (H2A, H2B, H1, H3, and H4) among the CUC- and/or GUU-enriched transcripts. Replication-dependent histone mRNAs are significantly more stable in neuroblasts compared to neurons, as shown for the “Nucleosome Assembly” GO category in Figure 2B. These results suggest that the decreased abundance of Leu-CUC and Val-GUU tRNAs contributes to the decreased stability of replication-dependent histone mRNAs in neurons.

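The tRNA that reads CUC, Leu-AAG-1-X, is encoded by 4 genes. Its mean TMM was 234776 in neuroblasts and 338431 in neurons, a log2 fold change of −0.53 (q = 0.139 in the authors' deposited table). Relative to the median of the nuclear isodecoders, the log2 fold change was −0.26. The Val-AAC group, which reads GUU, averaged 115581 in neuroblasts and 90784 in neurons, a log2 fold change of 0.35. Its isodecoder Val-AAC-2-X had a q-value of 0.431 in the authors' deposited table, and Val-AAC-1-X one of 0.786. The other Val groups moved the opposite way, Val-CAC by −0.47 and Val-UAC by −0.22, although Val-UAC reverses to 0.048 relative to that median. Messenger RNA stability was not analysed here.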

### 3.3. tRNA Adaptation Matches the Needs of Neuroblast-Specific Versus Neuron-Specific Translation Programs

We next asked if changes in tRNA abundance during neural differentiation support a model in which translation optimization shifts away from the translation of mRNAs involved in progenitor-specific functions and toward the translation of mRNAs involved in neuron-specific functions. Here, we used tAI_gene values as proxies for translation efficiency, as previously described and validated in other systems [5,31,32]. Hierarchical clustering of the 5169 common neural transcripts according to neuron-tAI_gene and NB-tAI_gene revealed several patterns of translation adaptation during neural differentiation (Figure 4A). We performed gene ontology analysis on the following tAI_gene clusters: a “shared high” group with high translation adaptation in both cell types, a “shared low” group with low translation adaptation in both cell types, and a “neuron up” group with increased translation adaptation in neurons relative to neuroblasts (Figure 4B). This revealed distinct biological functions associated with transcripts in each group. The “shared high” group was enriched in transcripts that support housekeeping processes important to neuroblasts and neurons, such as nuclear transport and protein transport. The “shared low” group was uniquely enriched in transcripts supporting conditional processes that occur in neuroblasts and newborn neurons, such as cell fate specification, Notch signaling, and EGFR signaling. The “neuron up” group was uniquely enriched in transcripts supporting the neuron-specific process of synaptic transmission as well as more general processes like RNA splicing and protein kinase activity. The “shared low” and “neuron up” groups both yield the GO categories “neuron morphogenesis”, “photoreceptor cell development”, and “peripheral nervous development”. In these overlapping GO categories, “shared low” transcripts (poorly adapted to translation in neurons) overwhelmingly encode transcription factors, while “neuron up” transcripts (well adapted to translation in neurons) overwhelmingly encode kinases, small GTPases, and RNA binding proteins (Figure 4C).

### 3.4. mRNAs Enriched in Proliferation-Associated Codons Are Predicted to Be Less Efficiently Translated by the Post-Differentiation tRNA Pool

To further investigate the relationship between codon usage and tRNA abundance during neural differentiation, we used relative codon frequencies across the 5169 neural transcripts to represent each coding sequence as a 59-dimensional vector. This allowed us to visualize neural transcriptome codon distribution via principal component analysis (PCA) followed by k-means unsupervised clustering. PCA on codon usage captured a total variance of 23%, with PC1 covering 15% of the variation and PC2 covering 8% of the variation (Figure 5A). Because PC1 captured more of the variation, we focused on mRNAs belonging to clusters that project to opposite poles of PC1: cluster 0 and cluster 4. GO analysis revealed that cluster 0 mRNAs (*n* = 373) are significantly associated with proliferation-related terms such as cytoplasmic translation and mitochondrial metabolism, while cluster 4 mRNAs (*n* = 219) are more significantly associated with GO terms related to neural differentiation and neuron function (Figure 5B). Based on this distribution of mRNAs supporting distinct biological functions, we assigned cluster 0 a “Proliferation” identity and cluster 4 a “Differentiation” identity.

Next, we calculated the codon adaptation index (CAI) for transcripts in all five k-means clusters. The CAI quantifies the similarity between a gene’s synonymous codon usage and codon usage in a reference set of highly expressed genes, typically ribosomal protein genes [33]. We used *Drosophila* ribosomal protein genes as the reference for CAI calculations and recolored the PCA plot according to the CAI. This analysis revealed that the CAI decreases along the PC1 axis, from the Proliferation Cluster (cluster 0) to the Differentiation Cluster (cluster 4) (Figure 5C). This inverse relationship between the CAI and differentiation suggests that transcripts associated with differentiation are biased against the inclusion of codons that are optimally translated during proliferation.

To further model how the intersection of tRNA abundance and mRNA expression might support changes in translation efficiency during neural differentiation, we calculated the supply/demand ratio for each codon-anticodon pair (SDR_c_) [11]. Previous work has shown that SDR is a better predictor of translation efficiency than tAI alone [34]. Here, SDR_c_ is the ratio between tAI (the supply of tRNAs) and the frequency of the corresponding codon weighted by mRNA abundance (the demand for cognate tRNAs) in either neurons or neuroblasts. We used SDR_c_ values to calculate transcript-level SDR by taking the geometric mean of SDR_c_ values across each coding sequence. SDR, therefore, integrates static codon frequency information with dynamic tRNA and mRNA abundance information.

This approach allowed us to measure how the SDR of individual transcripts differs between neurons and neuroblasts (DSDR = neuron SDR—neuroblast SDR). In this case, a positive ΔSDR is indicative of improved translation post-differentiation. ΔSDR values ranged from −0.23 (worst adapted to neuron translation) to 0.44 (best adapted to neuron translation), with a median of 0.033 (Figure 5D). Since we previously identified proliferation-associated transcripts as having a high CAI, we asked how this sequence-intrinsic property (codon adaptation) correlates with translation efficiency as defined by the SDR. We found a significant negative correlation between the ΔSDR and CAI (Figure 5D), suggesting that mRNAs enriched in proliferation-associated codons are less efficiently translated by the post-differentiation tRNA pool. To assess the biological relevance of SDR changes during differentiation, we performed GO analysis on mRNAs within the top and bottom 10% of ΔSDR values. The mRNAs with a decreased SDR upon differentiation are uniquely associated with cytoplasmic translation (Figure 5E). In contrast, the mRNAs with an increased SDR upon differentiation are uniquely associated with post-mitotic functions like synaptic transmission and neuron morphogenesis (Figure 5E).

## 4. Discussion

The extent to which differential tRNA availability regulates cell type-specific gene expression is an important question in developmental biology. An mRNA may be present in a progenitor cell and its differentiated progeny, but the stability and translation of that mRNA depend on the relative abundance of tRNAs that decode the message. Here, we investigated the role of tRNAs in shaping gene expression within the context of *Drosophila* neural development. We identified individual tRNA genes that are differentially expressed between neuroblasts and neurons, and in all but one case, this differential isodecoder expression correlates with neuroblast-specific or neuron-specific anticodon pools. As expected, based on the known mechanism of codon optimality-mediated mRNA decay (COMD), tRNA anticodon abundance strongly influences mRNA stability within each cell population. However, tRNA abundance only partially explains differences in the stabilizing or destabilizing effects of certain codons between neuroblasts and neurons, suggesting that additional factors affect cell type-specific mRNA decay. We identified a more straightforward relationship between tRNA anticodon abundance and predicted effects on translation efficiency. Across the neural transcriptome, the tRNA profile of neuroblasts is highly adapted to support translation of proliferation and growth-associated transcripts while the tRNA profile of neurons is highly adapted to support translation of mRNAs associated with axonogenesis and synapse function. These findings provide insights into the role of differential tRNA expression in the dynamic regulation of protein synthesis during neural differentiation.

Hydro-tRNAseq proved to be an effective method of quantifying tRNA abundance in neuroblast-biased and neuron-biased brains. 

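The mean TMM of the nuclear isodecoders ranged from 1086 to 990419 in neuroblasts and from 1574 to 1383673 in neurons. The highest value was 1274 times the lowest. The median was 76249 in neuroblasts and 90899 in neurons, and the 10 most abundant isodecoders held 51.6% and 51.5% of the summed nuclear TMM.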

We identified all 84 isodecoders that are distinguishable by mature tRNA sequence at counts spanning several orders of magnitude (1 × 10^6^ to over 1 × 10^11^ transcripts per million mapped reads). These data revealed significant variations in the expression of ten isodecoders. 

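The 11 nuclear isodecoders past the thresholds of Figure 1B belong to 10 anticodon groups. In 9 of these groups the summed TMM of the group moved in the same direction as the isodecoder, the exception being Arg-UCU. In 3 groups, Pro-UGG, Pro-AGG and Arg-ACG, the isodecoder is the only one. The other 7 groups hold further isodecoders.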

In the majority of cases (8/10), differential expression of a single isodecoder appears sufficient to establish a corresponding difference in the anticodon pool. This is because the differentially expressed isodecoders are present at much higher levels than the constitutively expressed tRNAs of the same anticodon group. For example, in the tRNA:Ser-UGA group (composed of two genes), tRNA:Ser-UGA-1-1, which is more abundant in neuroblasts, is expressed at high levels in both cell populations (220,526 trimmed mean of M-values (TMM) in neuroblasts, 123,522 TMM in neurons), while the constitutively expressed tRNA:Ser-UGA-2-1 is expressed at low levels in both cell populations (14,398 TMM in neuroblasts, 12,522 TMM in neurons) (Figure 1A and Supplemental Table S1). 

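Among the 7 groups with further isodecoders, the changed one was the most abundant in both cell types in 4: Gly-GCC, Tyr-GUA, Leu-CAA and Ser-UGA. Gly-GCC-1-X made up 83.3% of its group's TMM in neuroblasts and 91.5% in neurons. Tyr-GUA-1-X made up 99.4% and 99.3%, and Leu-CAA-1-1 made up 82.7% and 89.1%. In the Glu-CUC group, Glu-CUC-1-1 made up 24.8% in neuroblasts and 32.6% in neurons, with a mean TMM of 111590 and 242531. Glu-CUC-2-X, with a q-value of 0.270 in the authors' deposited table, had 218255 and 300427. In the Pro-CGG group, Pro-CGG-1-1 made up 15.0% and 20.8%, and Pro-CGG-2-X (q = 0.258 in the authors' deposited table) made up 74.3% and 72.1%. On the values as deposited, of the fall of the summed TMM from neurons to neuroblasts, Glu-CUC-1-1 accounted for 44.4% in its group and Pro-CGG-1-1 for 27.7% in its own. In the Release 6 assembly, Glu-CUC-1-1 lies on chromosome 2R from 16219638 to 16219709, within the span of *mrj*. Pro-CGG-1-1 lies on chromosome X from 20025099 to 20025170, within that of *Dop2R*, and Leu-CAA-1-1 on 2R from 13432668 to 13432794, within that of *ATP8A*. The annotation used gives gene spans, without exons or strand.

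**Figure D4:**
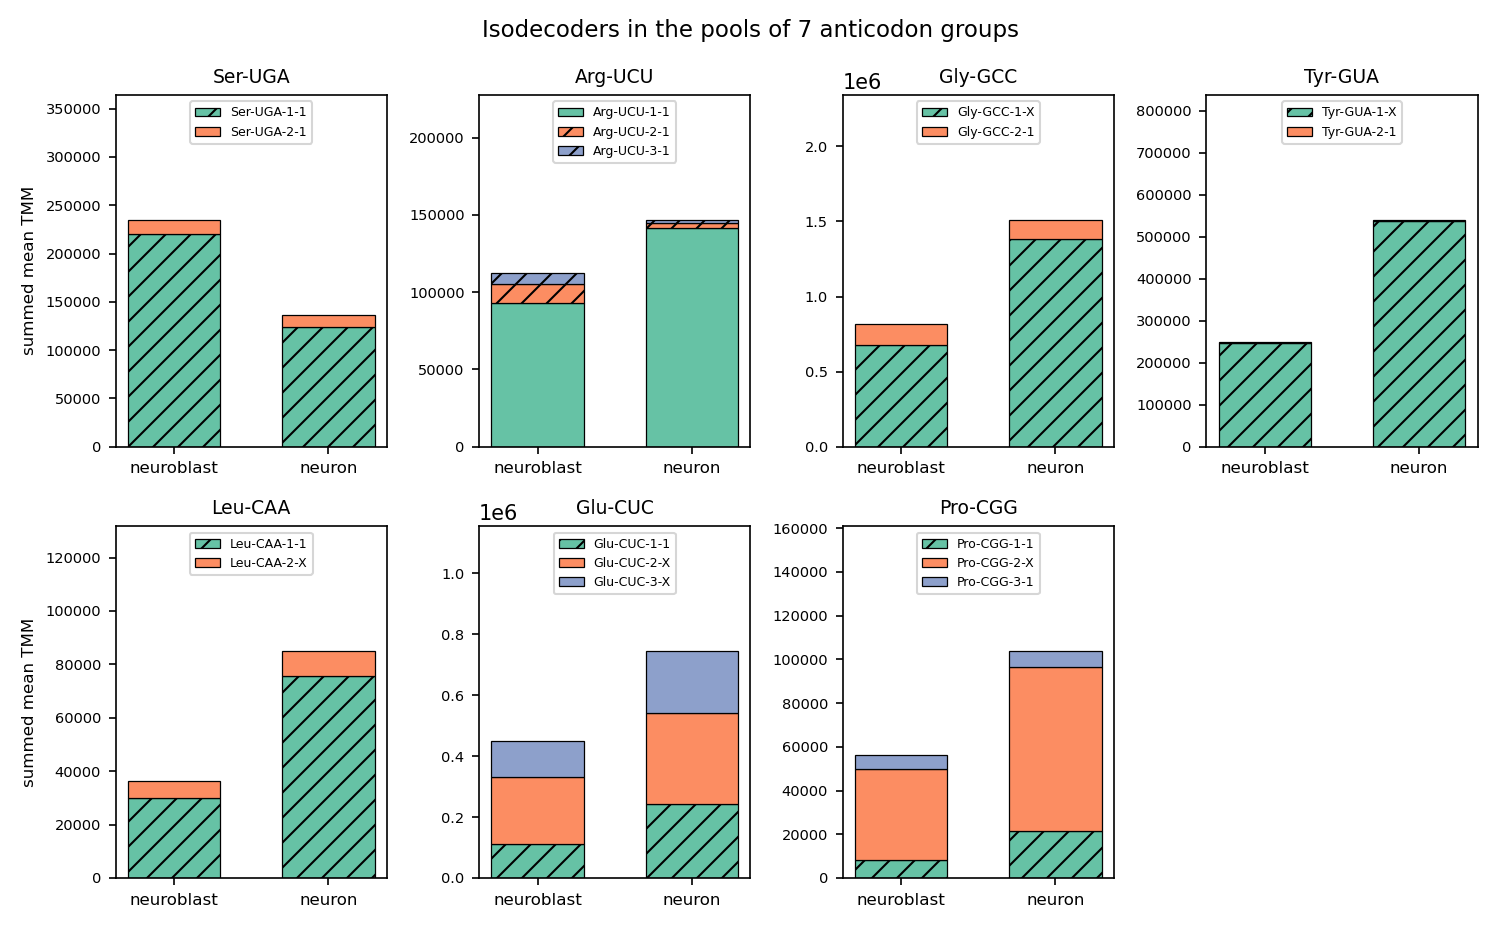
Summed mean TMM (y axis, starting at 0) of 7 anticodon groups in neuroblasts and neurons, stacked by isodecoder. Hatched parts are isodecoders past the thresholds of Figure 1B, which make up most of the bar in 4 groups and less than the largest other isodecoder in Arg-UCU, Glu-CUC and Pro-CGG.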

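The deposited means gave Ser-UGA-1-1 93.9% of the summed TMM of its group in neuroblasts and 90.8% in neurons. The group's sum was 234926 in neuroblasts and 136044 in neurons, and Ser-UGA-1-1 accounted for 98.1% of the difference. Ser-UGA-2-1 had a log2 fold change of 0.20 (q = 0.970 in the authors' deposited table).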

The inverse is observed for the two differentially expressed tRNA:Arg-UCU isodecoders that did not support differential anticodon abundance. tRNA:Arg-UCU-2-1 (12,426 TMM in neuroblasts, 3840 TMM in neurons) and tRNA:Arg-UCU-3-1 (6983 TMM in neuroblasts, 1779 TMM in neurons) are more abundant in neuroblast-biased brains but are expressed at low levels compared to the constitutively expressed tRNA:Arg-UCU-1-1 (92,728 TMM in neuroblasts, 141,178 TMM in neurons). This is the only example where we observed anticodon buffering; all other differential isodecoder expressions corresponded to differences in isoacceptor pools. This is in contrast to the widespread anticodon buffering observed across human tissues [8], in an in vitro model of neural differentiation [9], and among differentiated cells of the mouse brain [10].

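Together, Arg-UCU-2-1 and Arg-UCU-3-1 made up 17.3% of the summed TMM of the Arg-UCU group in neuroblasts and 3.83% in neurons. Arg-UCU-1-1 had a log2 fold change of −0.61 (q = 0.318 in the authors' deposited table). The sum of the group was 112139 in neuroblasts and 146799 in neurons, a log2 fold change of −0.39. Relative to the median of the nuclear isodecoders, it was −0.12. Averaging the log2 fold changes of the 3 isodecoders instead gives 1.02, since each then counts alike. In the Release 6 assembly, Arg-UCU-2-1 lies on chromosome 2L from 1965426 to 1965498, within the span of *erm*, and Arg-UCU-3-1 on 2L from 2187007 to 2187079, within the span of the non-coding RNA gene *lncRNA:CR44066*. Arg-UCU-1-1 lies on 2R from 11652367 to 11652439, within the span of no other annotated gene.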

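In the Gly-GCC group, the isodecoder without a change past the thresholds, Gly-GCC-2-1, had a log2 fold change of 0.09 (q = 0.994 in the authors' deposited table), while the summed TMM of the group changed by −0.89. The remaining isodecoders of Glu-CUC changed by −0.57 and those of Pro-CGG by −0.79, each summed over the group, in the direction of the changed isodecoder. The same direction was found for the remaining isodecoder of Tyr-GUA, at −1.29, of Leu-CAA, at −0.55, and of Ser-UGA, at 0.20. Arg-UCU-1-1 moved against the changed isodecoders of its group. With the nuclear median set to 0, these directions held.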

Why is anticodon buffering less common in the developing *Drosophila* brain? One potential explanation is that there are fewer tRNA genes per anticodon group in *Drosophila* compared to humans. This makes it less likely that a cohort of isodecoders will buffer the differential expression of a single tRNA gene. For example, the *Drosophila* tRNA:Ser-UGA anticodon group is composed of only two genes, but there are five tRNA:Ser-UGA genes in humans. 

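In the RefSeq annotation of Release 6, the 45 anticodon groups of *Drosophila* have from 1 to 14 genes, with a median of 6. Of these, 6 groups have 2 genes or fewer. Human tRNA genes were not analysed here.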

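Both *Drosophila* Ser-UGA genes lie on chromosome 2R in the Release 6 assembly, Ser-UGA-1-1 from 23072019 to 23072100 and Ser-UGA-2-1 from 23072581 to 23072662. They are 480 bp apart, and neither lies within the span of another annotated gene. Each is 82 bp long.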

With respect to neural differentiation, another potential explanation is that *Drosophila* neurogenesis occurs over the course of hours instead of the weeks required to differentiate human iPS cells to neurons in vitro [9] or the similarly prolonged timeframe of in vivo mammalian neurogenesis [35]. Rapid neurogenesis might select for post-transcriptional mechanisms to reinforce necessary patterns of gene expression, particularly to limit translation of aberrantly expressed transcripts or progenitor-specific transcripts passed to differentiating progeny via cytoplasmic inheritance. Such rapid and dynamic changes in tRNA anticodon pools can only occur in the absence of anticodon buffering.

Our quantitative tRNA data allowed several lines of inquiry. First, we set out to investigate the relationship between anticodon abundance and COMD. We discovered the expected relationship between CSC and tRNA levels within each cell population, with correlations similar to those reported for other systems [18]. We evaluated standard Watson–Crick base pairing between codons and anticodons in addition to wobble interactions that allow a codon to be read by more than one tRNA, using the tRNA adaptation index (tAI). Our tAI analysis had the advantage of incorporating tRNA measurements as opposed to relying on tRNA gene copy number as a proxy for tRNA abundance. We were interested to discover that tAI and tAI_gene are less robust predictors of codon optimality and transcript stability in neurons compared to neuroblasts (Figure 3B,C). This is reminiscent of the attenuated COMD we previously described in the embryonic nervous system [17].

The weaker relationship between tRNA abundance and mRNA decay in neurons may explain why differential tAI only occasionally corresponds to differential CSC. It may be that mRNA decay in neurons is more sensitive to orthogonal decay mechanisms, with *trans*-acting factors complimenting or counteracting the effects of COMD. This may be similar to how the RNA-binding protein FMRP preferentially binds and stabilizes optimal codon-containing transcripts in mouse neurons [20] or how the miR-430 microRNA antagonizes the stabilizing effects of optimal codons during zebrafish embryogenesis [36]. One likely regulator of such *trans*-acting attenuation of COMD is Orb2, an RNA-binding protein that was recently found to preferentially stabilize non-optimal codon-containing transcripts in *Drosophila* neurons [21]. An additional explanation for the lack of correlation between differential CSC and differential tRNA in some cases may be that the hydro-tRNAseq method does not distinguish between charged (amino acid attached) and uncharged (no amino acid) tRNAs. It is possible that the differential CSCs we identified are established by unequal charging of the corresponding tRNAs in neuroblasts versus neurons. Regardless, we did identify two codons with corresponding differences in tAI and CSC. Those codons (Leu-CUC and Val-GUU) are significantly over-represented in transcripts encoding replication-dependent histones that are only transcribed during S-phase. A decreased abundance of tRNAs that decode CUC and GUU in neurons may contribute to COMD of aberrantly expressed histone transcripts, while the increased abundance of those tRNAs in neuroblasts may ensure the efficient production of histones necessary to support DNA replication. Replication-dependent histone mRNAs lack poly-A tails and have a truncated 3′ UTR that forms a stem-loop structure [37]. These features could make replication-dependent histone mRNAs particularly sensitive to COMD since common 3′ UTR targeting mechanisms are not expected to influence codon-mediated effects on stability.

We used multiple metrics to model the impact of tRNA abundance on translation efficiency. Our first metric, gene-level analysis of tRNA adaptation (using tAI_gene), revealed that neuroblast-specific and neuron-specific tRNA pools establish distinct translation programs (Figure 4). For example, many transcripts supporting early stages of neurogenesis (such as those in the “neuron morphogenesis” GO category) have low translation adaptation in neuroblasts and neurons. This may reflect a need for low-level synthesis of these proteins in progenitors so that appropriate amounts are immediately present (via cytoplasmic inheritance) in newborn neurons. In contrast, transcripts that support functions unique to mature neurons (in particular those in the “synapse transmission” GO category) have a marked increase in neuron-tAI_gene relative to neuroblast-tAI_gene, as expected for proteins that serve no purpose in the initial stages of neurogenesis. Another dichotomy is revealed when transcripts with differential tAI_gene are classified by protein function (Figure 4C). Transcription factors have a low tAI_gene in neuroblasts and neurons while RNA-binding proteins and kinases have a neuron-specific increase in tAI_gene. This distinction suggests that transcription factors, particularly those that initiate cell fate decisions, are relatively inefficiently translated in order to ensure transient activity while downstream effectors of neuronal processes (RNA-binding proteins, kinases, and small GTPases) have increased translation efficiency to ensure sustained protein abundance.

As a second translation efficiency metric, we used PCA to identify clusters of proliferation-associated and differentiation-associated transcripts and determined the codon adaptation index (CAI) of those transcripts (Figure 5A–C). CAI measures how well a transcript’s codon usage aligns with the codon usage of a reference set of highly expressed proteins. We followed the standard convention and used transcripts encoding ribosomal proteins as the reference set. This revealed that proliferation-associated transcripts have a high CAI while CAI decreases in differentiation-associated transcripts. High CAI in proliferation-associated transcripts might be expected since this group contains many ribosomal protein mRNAs, but decreased CAI in differentiation-associated transcripts is informative. We and others have previously shown that neural progenitors have higher rates of protein synthesis [38,39], but there is no a priori reason that post-differentiation transcripts would not employ the same set of codons found in ribosomal proteins to ensure efficient translation. The fact that transcripts supporting neuron-specific functions avoid proliferation-associated codons suggests that a primary function of differential tRNA abundance during *Drosophila* neurogenesis is to shift optimal translation toward a unique set of differentiation-associated transcripts.

To test the above prediction, we employed a third translation efficiency metric: the supply/demand ratio (SDR). SDR provides a measure of effective tRNA levels by normalizing anticodon abundance to codon demand across the transcriptome. Here, we had the advantage of pairing neuroblast-biased tRNA measurements with neuroblast-biased mRNA abundance and neuron-biased tRNA measurements with neuron-biased mRNA abundance. This SDR analysis further supports a model in which the translation efficiency of proliferation-associated transcripts decreases upon differentiation while the translation efficiency of neuron-associated transcripts increases (Figure 5D). Decreased SDR upon neural differentiation is expected to significantly decrease the production of ribosomal proteins and other regulators of cytoplasmic translation (Figure 5E). This result supports a model in which the drop in protein synthesis that occurs during neural differentiation is driven, at least in part, by decreased translation of transcripts encoding components of the translation machinery. Conversely, an increased SDR upon neural differentiation is expected to enhance the translation of transcripts associated with neuron maturation and function, particularly synaptic transmission and neuron morphogenesis (Figure 5E). It is noteworthy that our SDR analysis (incorporating anticodon and codon abundance) recapitulates GO results obtained using codon bias alone (independent of any anticodon data) (compare Figure 5B,E). This suggests that tRNA levels can strongly influence translation programs during neural differentiation, independent of changes in mRNA abundance.

Transcription is not the sole determinant of gene expression during neurogenesis. For example, time-course analysis of human ESC differentiation into neurons revealed that mRNA levels failed to completely explain the observed variance in protein expression [40]. Our work suggests that changes in tRNA expression establish translation programs that meet the distinct needs of neuroblasts and neurons. We propose that the shift away from the optimal translation of progenitor-associated transcripts and toward the optimal translation of differentiation-associated transcripts is a form of tRNA-driven “canalization” [41], which reinforces commitment to neural differentiation.

## Figures and Tables

**Figure 1:**
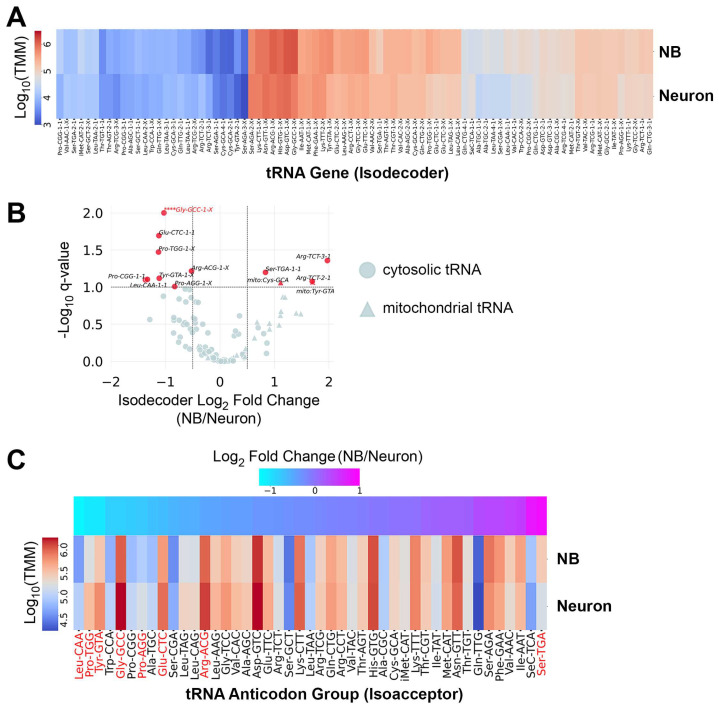
tRNA levels are largely constant between neuroblast-biased and neuron-biased brains, but variation exists for a subset of anticodon groups. (**A**) Hierarchically clustered heatmap showing the average expression level of 84 nuclear-encoded Drosophila tRNA genes (isodecoders). Counts were normalized to the Trimmed Mean of M-values (TMM). An X in the isodecoder name indicates that more than one gene encodes that particular isodecoder, and those genes are not distinguishable by mature tRNA sequence. (**B**) Volcano plot showing the relative isodecoder expression level for nuclear-encoded (cytosolic) and mitochondrial tRNA genes on the x-axis (fold change = average Neuroblast TMM/average Neuron TMM) and the false discovery rate *q*-value. tRNAs with a log2 fold change ≥ ±0.5 and *q*-value ≤ 0.1 are highlighted in red. **** denotes that Gly-GCC-1-X is off-scale, with a *q*-value < 0.001. (**C**) Hierarchically clustered heatmap showing the average expression level (normalized to Trimmed Mean of M-values (TMM)) for 44 anticodon groups (isoacceptors). Differentially expressed isoacceptors (*q*-value < 0.1) are highlighted in red.

**Figure 2:**
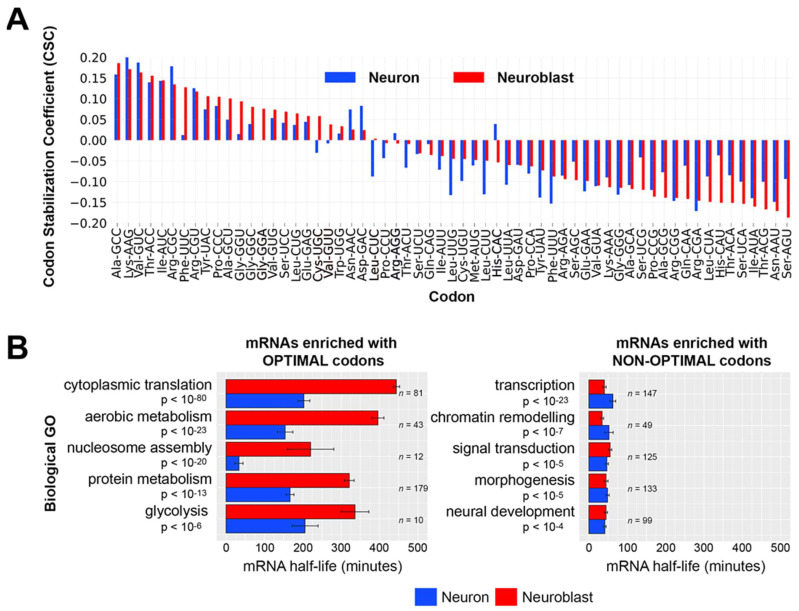
Codon optimality-mediated decay is similar in neuroblasts and neurons and correlates with the stability of functionally related mRNAs. (**A**) Codon stabilization coefficients (CSCs) were calculated using neuroblast-specific and neuron-specific transcriptome-wide mRNA decay measurements [24]. (**B**) Gene ontology (GO) categories of mRNAs enriched with optimal codons or non-optimal codons. A total of 5169 neural transcripts (mRNAs present in neuroblast-biased and neuron-biased brains) were ranked by percent optimal codon content (defined by optimality in neuroblasts): the top 10% optimal codon enriched mRNAs (**left** panel) and the top 10% non-optimal codon enriched mRNAs (**right** panel) were used for GO analysis. The top five (ranked by adjusted *p*-value) non-redundant GO categories and corresponding adjusted *p*-values are listed. Neuroblast-specific and neuron-specific mRNA decay data [24] for the transcripts within each GO category were used to calculate the average mRNA half-life. The number of transcripts in each GO category is listed to the right of the plot bars. Error marks are standard errors of the mean. The adjusted *p*-value is based on the Bonferroni correction.

**Figure 3:**
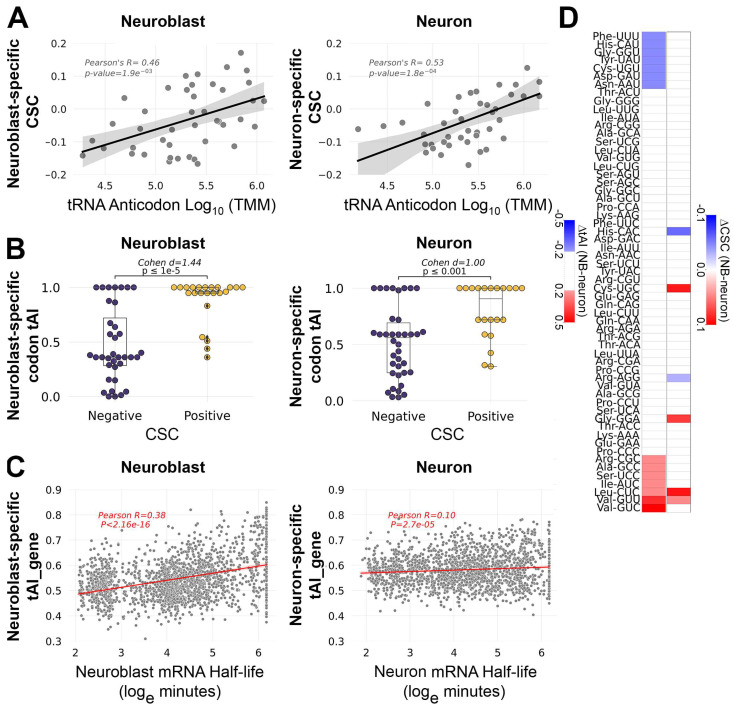
tRNA abundance correlates with codon-mediated mRNA decay in neuroblasts and neurons. (**A**) Scatter plots comparing tRNA isoacceptor abundance and codon stabilization coefficient (CSC) in each cell type (neuroblast data in the left panel, neuron data in the right panel). (**B**) Relationship between tRNA adaptation index (tAI) and CSC in each cell type (neuroblast data in left panel, neuron data in right panel). The effect size was measured by Cohen’s d and significance (*p*-value) was determined by Welch’s *t*-test. (**C**) Scatterplot comparing tAI_gene and mRNA half-life for 5169 transcripts present in neuroblast-biased and neuron-biased brains. (**D**) Heatmaps comparing differential tAI (left column) and differential CSC (right column). Only absolute D tAI values ≥ 0.2 are shown. Only CSCs that differed in category (optimal, neutral, non-optimal) are shown, according to the following criteria: optimal (CSC ≥ 0.01) in one cell type but neutral (0.01 > CSC > −0.01) or non-optimal (CSC ≤ −0.01) in the other.

**Figure 4:**
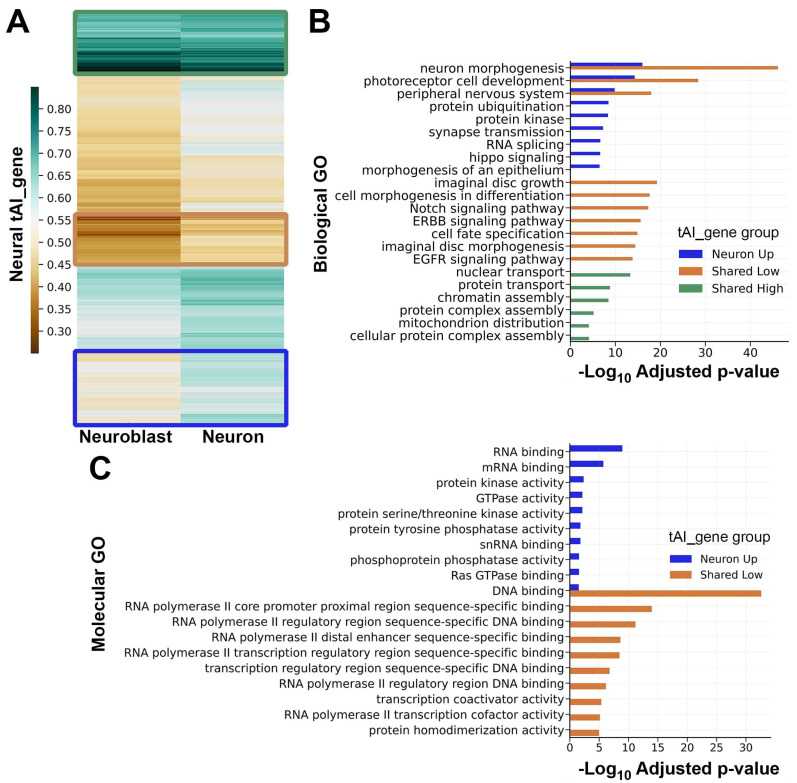
tRNA adaptation during neural differentiation supports distinct translation programs. (**A**) Hierarchically clustered heatmap showing neuroblast-specific and neuron-specific tAI_gene values for 5169 neural mRNAs. Three emergent patterns are outlined in colored boxes: green for high tAI_gene in neuroblasts and neurons (“shared high”, *n* = 517 mRNAs), tan for low tAI_gene in neuroblasts and neurons (“shared low”, *n* = 411 mRNAs), and blue for increased tAI_gene in neurons compared to neuroblasts (“neuron up”, *n* = 965 mRNAs). (**B**) Biological function gene ontology (GO) category enrichment in each of the tAI_gene groups identified in part A. The bar color matches the group color in part A. Up to ten of the most significantly enriched GO categories, with adjusted *p*-value ≤ 0.0001, are listed (fewer categories if the *p*-value cutoff was not met). Adjusted *p*-values are based on the Bonferroni correction. (**C**) Molecular function GO category enrichment for transcripts present in the “neuron morphogenesis”, “photoreceptor cell development”, and “peripheral nervous development” Biological GO categories shown in part B. The ten most significantly enriched Molecular GO categories for each group (neuron up, shared low) are listed. The adjusted *p*-value is based on the Bonferroni correction.

**Figure 5:**
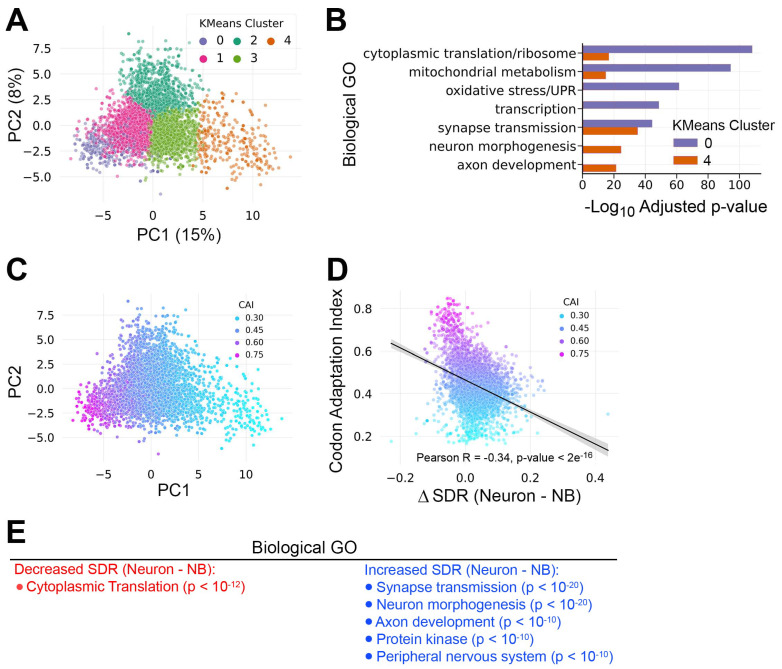
mRNAs enriched in proliferation-associated codons are poorly adapted for translation by the post-differentiation tRNA pool. (**A**) Principal component analysis (PCA) on the normalized codon frequencies of 5169 mRNAs present in neuroblast-biased brains and neuron-biased brains. PCA captured a total variation of 23%, with 15% of the variance in principal component 1 (PC1). Unsupervised clustering by kmeans grouped the mRNAs into 5 clusters. (**B**) GO analysis of mRNAs within kmeans clusters at opposite ends of PC1: cluster 0 and cluster 4. (**C**) PCA plot from part A recolored with the Codon Adaptation Index (CAI) of each mRNA. (**D**) Scatterplot comparing CAI and the change in Supply Demand Ratio (SDR) between neurons and neuroblasts (DSDR = Neuron SDR—Neuroblast SDR). The Pearson R-value and the line of best fit show the inverse relationship between CAI and neuron-optimal SDR. (**E**) The 5169 neural mRNAs were ranked by ∆SDR (Neuron SDR—Neuroblast SDR) and the top 10% (increased SDR) and bottom 10% (decreased SDR) were subject to GO analysis. Significantly enriched GO categories with a Bonferroni adjusted *p*-value < 10^−5^ are listed.

## Data Availability

The data underlying the results presented in the study are available from the NCBI Gene Expression Omnibus, Accession Number GSE276447; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276447.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/genes15121602/s1, Table S1: Cytosolic and Mitochondrial tRNA Abundance Measurements.

How the deposited data were processed for this re-analysis (not part of the article)

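tRNA was sequenced by hydro-tRNAseq in 3 samples of neuroblast-biased larval brains and 3 samples of wild-type, neuron-biased larval brains. Conditions were taken from the sample records and the paper, which name the same groups. The methods and the results of the paper give different ages, and the paper and the sample records give different temperatures, as printed beside the description of the samples.

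According to the paper, the authors trimmed the reads with cutadapt, mapped them with subread-align to collapsed mature tRNA sequences, kept alignments above a mapping quality threshold and counted reads with featureCounts, splitting multi-mapped reads between references. They normalized the counts (TMM), corrected them for batch and tested them with NOISeqBio. The batches are not named in the text of the paper. Isodecoders with near-identical sequences share reads under this counting, so values of isodecoders of the same anticodon carry that uncertainty.

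The authors' deposited table gives, for each of 106 tRNAs, the mean TMM of each group, which is a normalized signal. It also gives the authors' log2 fold change, the theta score from NOISeqBio, and the q-value. The deposited log2 values equal the log2 ratio of the means. The means and q-values of all 106 tRNAs equal those of Supplemental Table S1.

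The tests planned for values per sample, a linear model on log2 values with leave-one-out and paired versions, were not run, because the table holds group means. The planned tests of anticodon groups, of the mitochondrial set and of shares and tAI per sample were not run for the same reason. No standard deviation, confidence interval or test between the groups is given for that reason. The depth of each library is unknown here, so the precision of each mean is also unknown. Calls past a threshold use the q-values of the authors' deposited table and the log2 fold change of the means. For anticodon groups there is no q-value, and only the size of the change is reported.

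From the means, the following were calculated with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. Log2 fold changes are neuroblast over neuron, without the planned pseudocount of 1, so that they equal the deposited values. Anticodon groups are the average over isodecoders, as in the paper. Pool shares are percentages of the summed TMM of a group. The codon tAI follows the formula of the paper with penalties of 0.41 (G:U), 0.28 (I:C) and 0.68 (U:G) and a penalty close to 1 for I:A pairs, divided by the largest value within each amino acid, for 59 codons, without the initiator Met and selenocysteine tRNAs. Genes were counted and located in the RefSeq annotation of the Release 6 assembly. All 84 nuclear isodecoders and 22 mitochondrial tRNAs were matched to it by name.

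Correlations across tRNAs and groupings of tRNAs were tested with 100000 permutations. The mitochondrial set was compared with 10000 random lists matched on abundance in 5 bins. On simulated data, the tAI was recovered in 200 of 200 pools, a planted shift of the mitochondrial set was found in 40 of 40 simulations and called in 1 of 40 without a shift. A planted correlation was found in 40 of 40 and called in 4 of 40 without one. A planted effect of the amino acid was found in 38 of 40 and called in 0 of 40 without one. The simulated values were independent apart from the planted effect, and the planted correlation was stronger than that between size of change and abundance. These counts therefore do not give the power for the effects seen in the data.

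The tRNAs named are those the paper names in its text or in Figure 1, and the tRNAs of the Leu and Val families of its named codons Leu-CUC and Val-GUU. The rule also allowed for other tRNAs past the thresholds whose groups do not overlap between samples. That part was not used, because it needs values per sample. The alternatives were set before the deposited table was opened, apart from the fold change threshold of 1.5 and the grid of penalties. Supplemental Table S1, which holds the same values, had been read by then. The alternatives were another scaling of the groups, a pseudocount of 100, a minimum mean TMM of 5000, other thresholds, other ways to combine isodecoders and other wobble penalties.

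The codon stabilization coefficients, mRNA half-lives, coding sequences, tAI of genes and gene ontology results of the paper were not analysed here.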

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

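The tests in this part were chosen after the values had been seen. The mitochondrial tRNAs as a set had a higher mean TMM in neuroblasts relative to the nuclear tRNAs, in data on which the paper reports 2 tRNAs and which it then sets aside. Their median log2 fold change exceeded that of the nuclear isodecoders by 1.06. Among the technical explanations, a shared scaling of each group moves nuclear and mitochondrial tRNAs alike and leaves this difference as it is. Low abundance as such was tested with 10000 random lists of tRNAs with the same abundance. A median as high as that of the mitochondrial tRNAs was reached by 0.01% of the lists, which argues against low abundance as the cause. Leaving out tRNAs with a mean TMM below 5000 gave a difference of 0.93. The 2 mitochondrial tRNAs past the thresholds, Cys-GCA and Tyr-GUA, have neighbouring genes. The next test took all 22 genes in their order on the circular mitochondrial genome. Neighbours did not have closer log2 fold changes than in shuffled orders (one-sided permutation test, p = 0.705, adjusted p = 0.705). The adjustment was over 5 of the tests chosen after the values were seen, without the comparison with random lists. With 22 genes, the test of neighbours leaves the question open. What stays open is the batch correction, a difference between preparations of the 2 groups, and a difference between the brains themselves, which differ in genotype and cell composition. None of these can be tested on group means, so the shift is a hypothesis at most.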

How the results depend on the processing

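No paired analysis was possible because the deposited table holds only group means. For the same reason the planned fits without each replicate, with a replicate block and with another test were not run, nor were the stricter q-value threshold for anticodon groups, the set tests of mitochondrial tRNAs and other splits of the samples. The results on coding sequences, for which a genome is needed, were not analysed here. The depth of the libraries is unknown, so it cannot be said which values it limits. A value without a test was counted as moved where a log2 fold change shifted by more than 0.1, a correlation by more than 0.05, or a count by more than 1.5 times.

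The alternatives for the calls keep the authors' q-values and change the fold change or the thresholds. A q-value threshold of 0.05 in place of 0.1 reduced the tRNAs past the thresholds from 13 to 4, all of them nuclear, through the stricter threshold itself. The other alternatives gave between 11 and 13 tRNAs. For nuclear isodecoders they gave 10 or 11 in place of 11. With either other scaling, 7 tRNAs were lower and 5 higher in neuroblasts, against 8 and 5.

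The number of anticodon groups with a log2 fold change of at least 0.5 stayed at 15 or 16 under all 5 alternatives, but which groups passed depended on the scaling and on how isodecoders were averaged. There were 14 lower and 2 higher groups on the values as deposited, and 8 lower and 7 higher with the nuclear median set to 0 or with equal sums. These scalings raise every log2 fold change by 0.27. Under either of them, 6 of the 14 lower groups fell below 0.5 in size and 5 other groups became higher by at least 0.5, and of the 16 groups 0 changed sign. Among the named results, Val-UAC reversed, from −0.22 to 0.0483 with the nuclear median set to 0 and to 0.0463 with equal sums, and the 22 named isodecoders and 16 other anticodon groups moved without a change of direction. A pseudocount of 100 left all 22 isodecoders and 17 groups in place. Averaging log2 values in place of TMM reversed Arg-UCU, from −0.39 to 1.02, because the rare isodecoders then weigh as much as the abundant one, and moved 4 other groups, among them Gly-GCC, which changed from −0.89 to −0.47, below 0.5 in size. Arg-UCU changed by −0.12 under either scaling.

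The shift of the mitochondrial tRNAs was 1.06, and 0.93 with a minimum mean TMM of 5000, a filter that leaves fewer tRNAs. The Pearson's r between the groups was 0.973, and stayed between 0.946 and 0.962 with mitochondrial tRNAs added or without the log.

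The number of codons with a tAI change of at least 0.2 was 2. It was 1 with every wobble penalty at 0.5, 8 with a threshold of 0.1, and 14 with penalties that differ between the cell types. In the last case the rise from 2 to 14 comes from the penalties themselves, as the tRNA levels of each cell type were those behind the count of 2. Summing isodecoders gave 2. The number of codons with a tAI of 1 was 18 in both cell types under the alternatives run, which the division within each amino acid fixes unless values tie.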

Differences from the paper's values

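The paper gives the lowest isodecoder level as 1000000 and the highest as over 100000000000, as transcripts scaled to the mapped reads. The lowest and highest mean TMM of the nuclear isodecoders in the deposited table were 1086 and 1383673. No alternative set before the deposited table was opened applies to this range. The mean TMM values that the paper prints for the Ser-UGA and Arg-UCU isodecoders equal those of the deposited table truncated to whole numbers.

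The number of codons with a tAI change of at least 0.2 was 2, against about 14 in Fig. 3D, read by eye. With isoacceptors as the sum of their isodecoders it was 2, with every wobble penalty at 0.5 it was 1, and with a threshold of 0.1 it was 8, none of which closed the gap. With penalties that differ between the cell types, read from Fig. 3B before the deposited table was opened, it was 14.

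The paper states in its text the number of differentially expressed nuclear isodecoders as 10. With the thresholds of Fig. 1B, 11 nuclear isodecoders in the deposited table passed. The settings that gave 10 were the nuclear median set to 0, equal sums over all tRNAs and a fold change threshold of 1.5, each of which leaves out Arg-ACG-1-X, and a minimum mean TMM of 5000, which leaves out Arg-UCU-3-1. The threshold of 1.5 was chosen after seeing the values. These settings reach the paper's number but not its members, because the paper lists Arg-ACG among the differing groups and counts Arg-UCU-3-1 as differentially expressed. Fig. 1B names the same 11 nuclear isodecoders as found here. The one isodecoder among them whose group the text of the paper does not list, apart from those of Arg-UCU, is Pro-AGG-1-X, which none of these settings leaves out. In the deposited table, 11 nuclear isodecoders are marked as differentially expressed and 10 of these also carry a direction. The exception is Arg-ACG-1-X, while Pro-AGG-1-X carries a direction.

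The paper counts 44 anticodon groups, and 45 were found here with the initiator Met tRNA apart, which become 44 when both Met groups are joined. The text of the paper does not say how its 44 groups were formed, so this may not be the reason for the difference. In its text the paper lists Pro-CGG among the differing anticodon groups, while Fig. 1C marks Pro-AGG. The log2 fold changes of these groups were −0.89 and −0.83, and no test of them was made here.

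The paper describes the changed isodecoders as present at much higher levels than the others of their group, outside Arg-UCU. Glu-CUC-1-1 had a mean TMM of 242531 in neurons against 300427 for Glu-CUC-2-X, and Pro-CGG-1-1 had 21619 against 74905 for Pro-CGG-2-X.

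The paper states that the tRNAs decoding Leu-CUC are less abundant in neurons and that the tAI of Leu-CUC is higher in neuroblasts. The mean TMM of Leu-AAG was 338431 in neurons and 234776 in neuroblasts, with the same direction under both other scalings, and the tAI of Leu-CUC changed by 0. With the penalties read from Fig. 3B it changed by 0.23 in the direction of the paper.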

Other observations

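Of the tests in this part, those on wobble penalties and tRNA abundance were written before the deposited table was opened, with Supplemental Table S1 already read, and the grid of penalties and all the others were chosen after the values had been seen.

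The first pattern is the set of 14 codons drawn with a changed tAI in Fig. 3D. A difference in tRNA abundance alone, with the same penalties in both cell types, gave a change of at least 0.2 in the drawn direction for 2 of the 14 codons. For the other 12 the tAI did not change at all, and 6 of these belong to amino acids read by a single anticodon, where no tRNA level can change a tAI that is divided by the largest value of the amino acid. This argues against tRNA abundance as the whole cause. Penalties that differ between the cell types, 0.64 for G:U and 0.05 for I:C in neuroblasts, gave all 14 codons in the drawn direction and no other codon. A candidate explanation is therefore that the wobble penalties differed between the 2 calculations. This test is not independent of the paper's figure, because the penalties were read by eye from Fig. 3B, which plots the same tAI values, and the text of the paper names no penalties. It also depends on the values read. Of 30 pairs of neuroblast penalties around them, 16 gave all 14 codons and 8 gave these 14 and no other, while the number of changed codons ran from 2 to 15. Pro-CCC changed by 0.1999 with the penalties read, just below the threshold, and passes it with an I:C penalty of 0.03. Whether penalties were changed on purpose, for example to represent tRNA modification, cannot be seen in these data, and no biological explanation was tested.

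Anticodon groups of some amino acids changed alike and those of others did not. All 3 Pro groups fell, by −0.83 to −1.13, and all 5 Leu groups fell, by −0.36 to −1.22, on the values as deposited, and the same holds with the nuclear median set to 0. The Ser groups ran from −0.64 to 0.79 and the Val groups from −0.47 to 0.35. Over 43 anticodon groups, amino acids accounted for 67.5% of the variance of the log2 fold change, a share that is high by construction where many amino acids have few groups. The variation within amino acids was lower than in shuffled groups at p = 0.0164 (one-sided permutation test). The adjusted p was 0.0653 over 5 of the tests chosen after the values were seen, so it does not pass this correction at 0.05. The comparison of the mitochondrial set with matched lists was left out of the adjustment. Including it could change whether 0.05 is passed, so the correction does not settle the pattern. If reads were split between similar sequences, isodecoders of 1 anticodon may be expected to change even more alike. They were not shown to do so (one-sided permutation test, p = 0.147, adjusted p = 0.244). Both explanations stay open, and the pattern is a hypothesis.

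The first base of the anticodon, which decides the wobble pairs, did not separate the log2 fold changes of the anticodon groups (one-sided permutation test, p = 0.446, adjusted p = 0.558), which leaves a small effect possible.

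The rare isodecoders Arg-UCU-2-1 and Arg-UCU-3-1 had the largest changes of the nuclear isodecoders. Across the 84 nuclear isodecoders, which are not independent replicates, the size of the log2 fold change and abundance had a Spearman's rho of −0.243 (permutation test, p = 0.0261, adjusted p = 0.0653), which does not pass the correction at 0.05 either. Pearson's r was −0.271 (permutation test, p = 0.013, left out of the adjustment). Greater scatter of rare tRNAs could add to such changes. Of the 21 nuclear isodecoders with a mean TMM below 10000, however, 2 changed by more than 1.5, both of them Arg-UCU isodecoders, and the next largest size of change was 1.29, in Tyr-GUA-2-1. The NOISeqBio q-values of the authors' deposited table were 0.0439 for Arg-UCU-3-1, 0.0838 for Arg-UCU-2-1 and 0.274 for Tyr-GUA-2-1. Only that of Arg-UCU-3-1 is below 0.05. Beyond these q-values, scatter and a difference between the cell types cannot be told apart here without values per replicate.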
